# Age-related changes in arthritis susceptibility and severity in a murine model of rheumatoid arthritis

**DOI:** 10.1186/1742-4933-6-8

**Published:** 2009-06-11

**Authors:** Oktavia Tarjanyi, Ferenc Boldizsar, Peter Nemeth, Katalin Mikecz, Tibor T Glant

## Abstract

**Background:**

Rheumatoid arthritis (RA) most often begins in females in the fourth-fifth decade of their life, suggesting that the aging of the immune system (immunosenescence) has a major role in this disease. Therefore, in the present study, we sought to investigate the effect of age on arthritis susceptibility in BALB/c mice using the proteoglycan (PG)-induced arthritis (PGIA) model of RA.

**Results:**

We have found that young, 1-month-old female BALB/c mice are resistant to the induction of PGIA, but with aging they become susceptible. PG-induced T cell responses decline with age, whereas there is a shift toward Th1 cytokines. An age-dependent decrease in T cell number is associated with an increased ratio of the memory phenotype, and lower CD28 expression. Antigen-presenting cells shifted from macrophages and myeloid dendritic cells in young mice toward B cells in older mice. The regulatory/activated T cell ratio decreases in older mice after PG injections indicating impaired regulation of the immune response.

**Conclusion:**

We conclude that immunosenescence could alter arthritis susceptibility in a very complex manner including both adaptive and innate immunities, and it cannot be determined by a single trait. Cumulative alterations in immunoregulatory functions closely resemble human disease, which makes this systemic autoimmune arthritis model of RA even more valuable.

## Background

Immunosenescence, the age-related decline of immune function, is associated with a broad spectrum of changes affecting both innate and adaptive immunity [1,2]. The frequency of infections, malignancies, and autoimmune diseases increases with age due to the decline of normal immune surveillance and dysregulation of immune responses [2,3]. Aging is a definitive risk factor for rheumatoid arthritis (RA), and numerous studies focused on the "premature immunosenescence" in RA [3-6]. Although several markers of immunosenescence have been described both in mice and humans, there are still gaps in our understanding; in turn, the incomplete understanding of how immunosenescence gives rise to autoimmunity.

Alteration of the T cell repertoire is a major contributor to the age-related decline of adaptive immunity [3,6,7]. For example, thymus atrophy leads to decreased T cell output [8] and reduced T cell receptor (TCR) rearrangement [4]. This decreased thymic function poses a stress on peripheral T cell expansion [9] simultaneously leading to the rapid shortening of their telomere regions [4,10]. In RA, T cells show evidence of senescence 20–30 years earlier than T cells from healthy individuals [4,5].

On the molecular level, age-related alterations in TCR signaling [11] and the loss of CD28, a key costimulatory molecule on T cells, have been described. CD28null CD4+ T cells are less responsive to regulatory T cell (Treg)-mediated suppression [9,12] and senescent human T cells aberrantly express costimulatory molecules KIR2DS2, NKG2D, and CX(3)CR1, instead of their normal costimulatory molecule CD28 [13,14]. In addition, diminished expression of CD40L, another costimulatory molecule, by aged T cells may not provide sufficient help to B cells [15]. In contrast, increased expression of CD70, has been detected in RA patients, with the potential of lowering the threshold of TCR signaling [16]. Collectively, these abnormalities in T cell activation could facilitate the development of autoimmunity [9,17]. B cells are also affected, and in the process of immunosenescence these cells exhibit a decreased capacity of antibody production against foreign antigens and increased autoantibody production [18]. Impaired humoral response is possibly due to decreased bone marrow output of naive conventional (follicular) B cells, which is compensated in the periphery with marginal-zone-, CD5+ B1-like-, and memory, B cells [18]. Instead of high-affinity IgG type antibodies, the production of low-affinity cross-reactive and often autoreactive IgM antibodies was observed in aging individuals [19]).

Proteoglycan (PG) aggrecan-induced arthritis (PGIA) is a murine model of RA. Repeated intraperitoneal immunizations with human cartilage PG leads to joint inflammation, progressive cartilage destruction, bone erosion and ankylosis in peripheral joints of genetically susceptible mice [20]. The mechanism of the disease is based upon the cross reactive immunity, at both T cell response and antibody production, between the mouse (self) and human PG used for immunization [21-23]. Autoimmune features of PGIA such as autoantibody production as well as the cytokine profile in serum closely resemble RA. The clinical appearance of PGIA, the greater susceptibility of aging female mice, and the importance of genetic predisposition are additional characteristics shared with RA (reviewed in [24]).

Almost two decades ago, we found that aging female BALB/c mice are more susceptible to PGIA than young animals, and since then we have routinely used "retired breeder" females to induce the disease [24,25]. However, the age-related increase in susceptibility to PGIA has never been investigated in a systematical study. Therefore, the aim of this study was to examine the effect of age on PGIA susceptibility in BALB/c mice, and to find immunologic parameters that may contribute to the age-related increase in disease development. Using a standard immunization protocol, here we show, for the first time, that young (1-month-old) BALB/c mice are fully resistant to PGIA; 2–3-month-old mice develop relatively mild arthritis with delayed onset, whereas mice at 4-months of age or older at the beginning of immunizations are highly susceptible to PGIA. Immunosenescence in BALB/c mice is associated with changes in their T cell repertoire. An age-related expansion of CD4+CD28^low ^T cells, together with a shift toward a decreased ratio of regulatory/activated (Treg/Tact) CD4+ T cells in secondary lymphoid organs of PG-immunized aging mice have been found in correlation with a shift in the cytokine balance toward the Th1 phenotype. These complex age-related changes may result in partial loss of control over T cell responses, which, in turn, can lead to autoimmunity and arthritis development.

## Results

### Susceptibility to PGIA increases with age

RA in humans most often begins in the forth-fifth decade of life with female dominance; similar to this, older female BALB/c mice have been found to be more susceptible to PGIA than young females [24,25]. Therefore, we performed a systematic study, using side-by-side immunizations with PG in DDA adjuvant on eight different age groups of BALB/c mice (Figure 1, Table 1). The 4–11-month-old groups developed the highest disease severity (arthritis score: 10.8–14.6) with 85–100% incidence and early onset (Figure 1). The 2–3-month-old mice showed lower incidence (71–83%) and less severe arthritis (arthritis score: 5.8–9.6) accompanied by delayed onset (Figure 1). The 1-month-old group was essentially resistant to PGIA: the disease incidence was less than 5% and the arthritis score was only 1.6 ± 0.3 (Figure 1).

**Table 1:** Serum antibody levels in aging BALB/c mice immunized with human PG

**Age**		**Heteroantibody (mg/ml)** **(anti-human PG)**		**Autoantibody (μg/ml)** **(anti-mouse PG)**	
**(months)**	**n**	**IgG1**	**IgG2a**	**IgG1**	**IgG2a**
**1**	48	**3.32 ± 0.26**	**0.69 ± 0.12**	**41.6 ± 6.0**	**39.6 ± 7.3**
**2**	34	5.61 ± 0.33^†^	1.40 ± 0.24^†^	111.1 ± 8.2*	86.7 ± 9.6*
**3**	30	7.88 ± 0.57^†^	0.66 ± 0.14	108.5 ± 11.7*	104.5 ± 22.5*
**4**	27	5.72 ± 0.44^†^	1.71 ± 0.29^†^	50.0 ± 7.3	91.3 ± 23.5*
**5**	17	6.68 ± 0.47^†^	1.09 ± 0.23	86.3 ± 8.5*	33.6 ± 13.5
**7**	20	6.43 ± 0.61^†^	0.86 ± 0.13	63.1 ± 7.4	45.8 ± 8.8
**9**	28	5.65 ± 0.52^†^	1.05 ± 0.13	65.7 ± 6.6	68.2 ± 14.3
**11**	9	2.50 ± 0.64	0.50 ± 0.11	46.0 ± 15.9	30.4 ± 8.2

Serum levels of PG-specific hetero- and autoantibodies (against human and mouse

PG, respectively) and number of animals in the individual age groups. Age (months) indicate when the first PG injection was given; animals were sacrificed 87 days later, when serum samples were collected. Significantly (p < 0.05) higher ^†^heteroantibody and *autoantibody concentrations compared to the 1-month-old group (bold face) are indicated.

**Figure 1:**
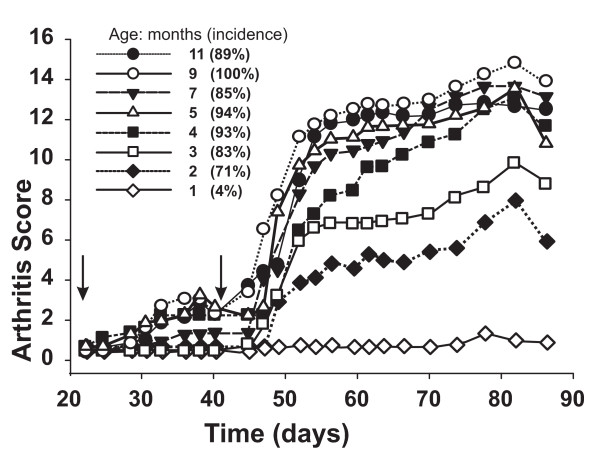
**Development of proteoglycan (PG) induced arthritis (PGIA) in female BALB/c mice immunized with PG at different ages**. Arthritis scores are indicated on the *y*-axis and the experimental period on the *x*-axis. Incidence is shown as percent in brackets next to the symbols of each age group. The first PG immunization was given on day 0, and arrows on the *x*-axis show the second and third PG injections, given on days 21 and 42. Animals were scored 3 times a week, and a visual score from 0 to 4 of each paw was given as described in the Methods. Number of animals in each group sacrificed on day 87 is shown in Table 1.

### Evaluation of the age-related changes in the immune response to PG

To clarify the reason for the profound differences in PGIA susceptibility, first we evaluated the age-related changes in the PG-induced immune responses (*in vitro *T cell response, and serum cytokine and antibody levels). PG-induced *in vitro *T cell proliferation and IL-2 production decreased linearly and significantly with age (Figures 2A and 2B). PG-stimulated spleen cell cultures from older mice (dramatically from the age of 7 months) secreted significantly less IL-4, IL-6, IL-17 and IFNγ (Figure 2C). IL-6 production also showed linear decrease with age; IL-4 and IL-17 levels were similar in the 1–5-month-old groups, and significantly less in older mice (Figure 2C). PG-induced production of IFNγ and TNFα was high in groups between 1 to 5 months of age, and then declined (Figure 2C). The IFNγ: IL-4 ratio, which has been used to characterize the Th1/Th2 balance [26,27], was significantly higher in mice older than 2 months than in the 1-month-old (essentially PGIA-resistant) mice (Figure 2C), although the antigen-specific cytokine production (both IFNγ and IL-4) dramatically declined after 7 months of age.

**Figure 2:**
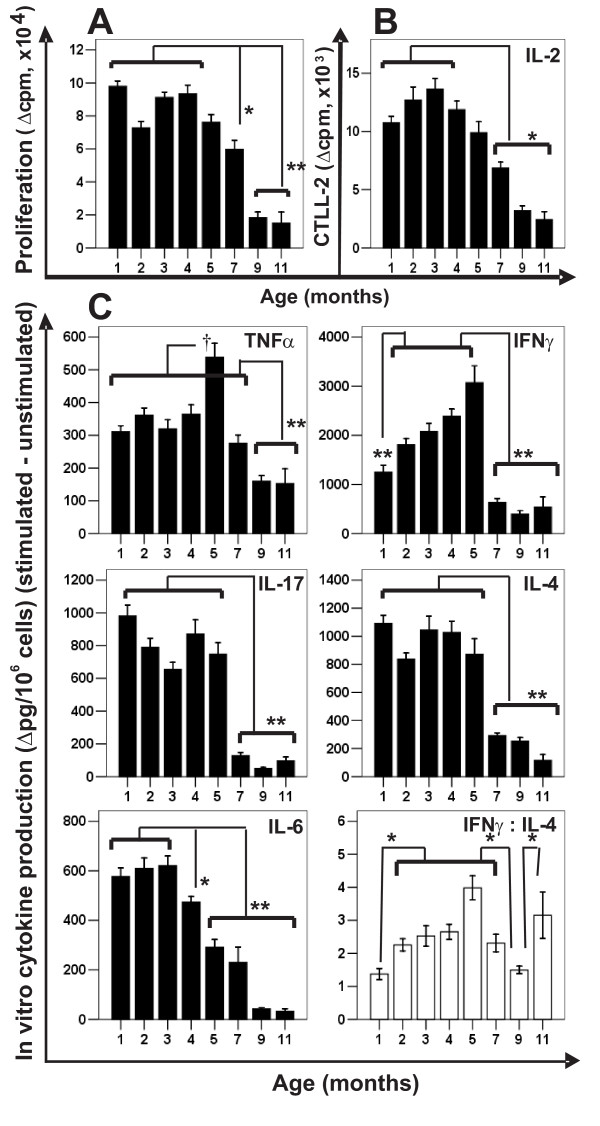
**PG-specific *in vitro *T cell responses in different age groups of PG-immunized mice**. (**A) **PG-specific T cell proliferation (expressed as Δcpm), and (**B**) IL-2 production (expressed as Δcpm of CTLL-2 cells). (**C**)PG-induced *in vitro *production of TNFα, IFNγ, IL-17, IL-4 and IL-6 (Δpg cytokine/million cells). Open bars in the right-bottom corner of Panel C show the IFNγ:IL-4 ratios of the different age groups. Significantly lower (*p < 0.05 or **p < 0.01) or higher (^†^p < 0.05) values are indicated.

As potential biomarkers of arthritis in the aging groups, we correlated the serum cytokine and antibody levels with the clinical parameters. Although there were a number of significant differences, none of the measured cytokines in serum showed a clear correlation with the clinical parameters of the corresponding age groups (data not shown). On the contrary, serum antibody levels showed significant positive correlation with disease severity (arthritis score) (Table 1). Notably, the 1-month-old, essentially PGIA-resistant, group had lower antibody concentrations than most of the other groups that had developed arthritis (Table 1).

### Age-related changes in the cellular composition of peritoneal lavage fluid (PLF), spleen, and blood in naive non-immunized mice

To characterize the cell populations that participate in the control of local immunological events, eventually affecting arthritis susceptibility and severity, we analyzed T cells and antigen presenting cells (APCs; B cells, dendritic cells and macrophages) in tissue compartments that were primarily exposed to the antigen. We hypothesized that early activation events should take place in the peritoneum (PLF population), followed by changes in spleen, and blood [28].

In the blood, the percentage of T cells decreased substantially, while the ratio of CD44^high ^(activated/memory):CD62L^high ^(naive) CD4+ T cells increased with age, but both remained at constant levels and ratios in the spleen and the PLF (Figures 3A and 3B). CD28 expression on CD4+ T cells decreased with age in the PLF, but it was similar in all age groups in the blood and spleen (Figure 3C). CD28 expression was highest for PLF CD4+ T cells in 1- to 3-month-old mice (Figure 3C). The percentage of Tregs decreased in the PLF and blood, but increased in the spleen with age (Figure 3D).

**Figure 3:**
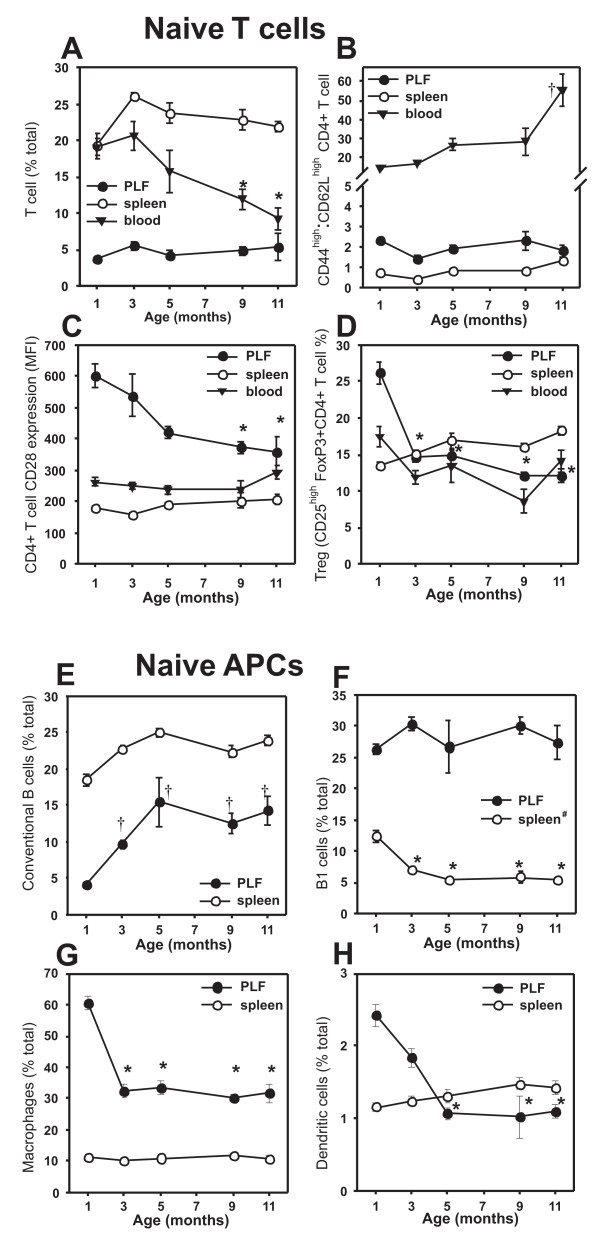
**Age-related changes in the cellular composition of the peritoneal lavage (PLF), spleen, and blood of naive (non-immunized) BALB/c mice**. Upper panels (**A-D**) show the changes of the T cell repertoire: (**A**)T cell percentage, (**B**) CD44^high ^(memory): CD62L^high ^(naive) CD4+ T cell ratio, (**C**) CD28 expression on CD4+ T cells, and (**D**) Treg ratio. Lower panels (**E-H**) summarize the age-related changes in APC composition in the PLF and spleen: (**E**) conventional B cells, (**F**) B1 cells (^#^In the spleen this cell population is comprised of B1 cells, transitional B cells and marginal zone B cells), (**G**) macrophages (F4/80+ cells), and (**H**) dendritic cells (CD11c+ cells). Data represent the mean ± SEM (n = 4–5 mice per group). Values were significantly (p < 0.05) *lower or ^†^higher than those measured in the 1-month-old group as indicated.

In addition to the significant changes in the T cell composition with age, there were alterations in the proportions of APCs as well. The number of conventional B cells increased during the first 5 months of age, especially in the PLF (Figure 3E). B1 cells represented a major population at all ages in the PLF, but their percentage decreased significantly in the spleen between 1 and 3 months of age (Figure 3F). (Note: in the spleen, transitional B cells and marginal zone B cells are also included in the B1 population). The percentage of macrophages and dendritic cells (especially those of myeloid origin, data not shown) decreased between 1 and 5 months of age in the PLF, but remained approximately the same in the spleen (Figure 3G and 3H).

### Regulatory and activated T cell proportions change with age upon PG immunization

There were significant age-dependent changes in the Treg population (Figure 3D). Activation of T cells is a prerequisite for the development of PGIA [29], while Tregs are thought to suppress autoimmunity [30]. Therefore we sought to investigate the effect of PG immunization on the ratio of regulatory (CD25^high^FoxP3+) and activated (CD25^high^) CD4+ T cells (Treg and Tact, respectively) in the different age groups, to determine if the ratio of these cells correlated with the age-related differences in PGIA susceptibility (Figure 1).

The Treg/Tact ratio decreased in the PLF by the end of the immunization regime, when compared to the naive mice in all age groups (Figure 4A). However, there was a marked increase in Tregs after the second immunization in the PLF of 1-month-old mice when compared to all other groups (Figure 4A). In the spleen, the Treg/Tact ratio was significantly lower in the 4–11-month-old groups than in the 1-, and 2–3-month-old groups of naive animals, and consistently declined throughout the immunization period (Figure 4B).

**Figure 4:**
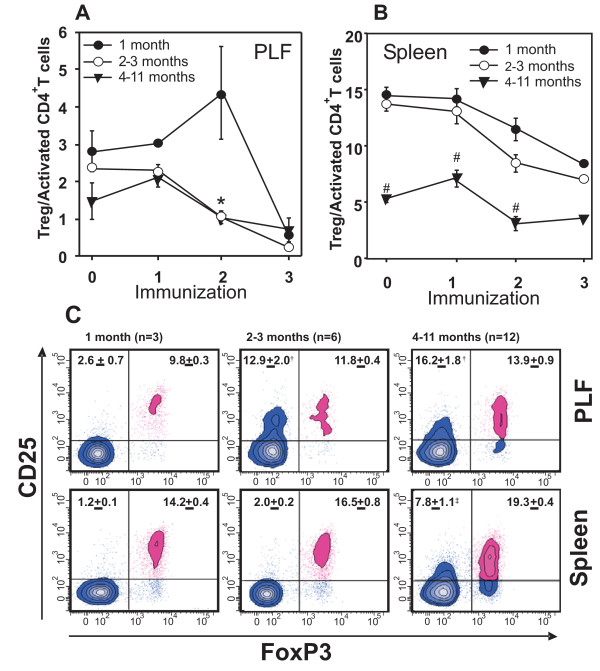
**Changes in the ratio of regulatory (CD25^high^FoxP3^+^) and activated (CD25^high^) CD4+ T cells in (A) the PLF and (B) the spleen of 1-, 2–3-, or 4–11-month-old mice through the immunization period**. Values in the plots show the mean ± SEM calculated from the data of 3–12 mice in each group. Significantly (p < 0.05) lower values in the 4–11-month-old group are indicated [(**A**)*2–3-month-old and 4–11-month-old versus 1-month-old, (**B**)^#^4–11-month-old versus 1-month-old and 2–3-month-old group]. (**C**)Representative flow cytometric contour plots show the distribution of CD4+ T cells based on CD25 and FoxP3 staining 12 days after the second PG immunization in the PLF and spleen. Percent (mean ± SEM) of regulatory (CD25^high^FoxP3^+^) CD4+ T cells (upper right quadrant), and activated (CD25^high^) CD4+ T cells (upper left quadrant) are shown. Values in the plots were calculated from the data of 3–12 mice (as indicated above the panels). Significant (p < 0.05) differences are indicated (^†^2–3-month-old and 4–11-month-old groups versus 1-month-old group; ^‡^4–11-month-old group versus 1-month-old and 2–3-month-old groups).

Figure 4C shows representative flow cytometry panels and summarizes the regulatory and activated T cell ratios in the PLF and spleen of 1 month-old, 2–3-months-old, and 4–11-months-old mice 12 days after the second i.p. immunization. This time point was chosen because the T cells primed after the first PG/DDA injection, are reactivated after the second injection, and might be involved in the initiation of arthritis [28]. Although the number of Treg cells also increased during aging, the CD25^high^CD4+ (activated) T cell percentage in the PLF and spleen was several-fold higher in 4–11-month-old mice than in the younger mice after the second immunization (Figure 4C). This observation indicates that a continuous decline of Treg/Tact ratio is mostly affected by the oligoclonal expansion of PG-specific CD25+CD4+ activated T cell, rather than a slight increase of Treg cells (Figure 4C).

## Discussion

The major goal of this study was to identify age-associated alterations in the functions and regulation of the immune system that may influence arthritis susceptibility in a genetically identical (inbred BALB/c) strain of mice. Increasing incidence of RA with age has been repeatedly shown in the human population [31]. Similarly, in the PGIA model of RA, we observed that adolescent young (1-month-old) mice are completely resistant to arthritis, but with age they become fully susceptible to the disease.

We found that T cell responses to the immunizing human PG (both proliferation and cytokine production) decreased with age, which, surprisingly, inversely correlated with arthritis onset and severity. In contrast to this, in a separate study on a limited number of mice, we found significantly lower autoreactive (mouse PG-specific) T cell responses in young than in old mice (F. Boldizsar and TT Glant, unpublished data). Collectively, these results suggest that, while in young mice an effective regulation of the immune response to PG still exists in older mice these mechanisms are partially lost. This "physiological" loss of control may lead to sustained activation of autoreactive T cells and auto-antibody production, directing the immune system against self antigen and culminating in joint inflammation in genetically susceptible animals.

Suppression of autoreactivity by Tregs has been shown in other autoimmune disease models [32-36]. Therefore, a candidate cell population that could be responsible for the age-related decline of the control over T cell reactivity in PGIA is Tregs. Indeed, in arthritis-resistant young mice, upon repeated PG injections, there was a Treg expansion, while in older mice the balance of regulatory/activated CD4+ cells shifted in favor of activated cells. The expansion of Tregs became especially evident locally in the peritoneal cavity after the second i.p. PG injection in 1-month-old mice (Figure 4). This period is critical in the development of PGIA, since the previously differentiated, potentially autoreactive cells are reactivated and the autoimmune attack on the joints begins at this time [28]. We believe that local Treg preponderance in younger mice (Figures 4A–B) at this stage of PG-immunization is responsible for the effective control of immune response, thus preventing autoimmunity.

Because PGIA is associated with Th1 dominance [27,37], special attention was given to the Th1/Th2 cytokine balance. The IFNγ: IL-4 ratio shifted toward the Th1 direction in the older, arthritis-susceptible mice, while in the arthritis-resistant 1-month-old group these two signature cytokines were produced in approximately equal amounts. IFNγ has been shown to be a key cytokine in PGIA, whereas IL-4 and IL-10 ameliorate the disease [27,37]. The counterbalance of these cytokines in PGIA has been shown in KO mice. While IFNγ-deficient BALB/c mice developed less severe arthritis, IL-4^-/- ^mice in the same background aggravated the response to PG immunization: an earlier onset with more severe inflammation was detected when compared to age- and gender-matched wild-type mice [38,39]. Our present study indicates that, although the amounts of both cytokines declined in aging animals, aging seems to lead to Th1 "dominance" upon PG immunization. However, whether the effective amounts of these cytokines or their ratio are more critical, remains an open question.

Besides the alterations in the PG-induced immune responses, age-related physiological changes of the immune system (maturation followed by immunosenescence) could also explain the differences in PGIA susceptibility of the different age groups. Therefore, we also examined the age-related immune system of naive, non-immunized, BALB/c mice. A detailed cellular analysis showed that the proportion of T cells decreased with age in the blood, and this was accompanied by an increase of the proportion of conventional B cells in the spleen and PLF of naive mice. This decreased T cell ratio was most likely due to the involution of the thymus, resulting in decreased thymic T cell output, and narrowing of the T cell repertoire [8]. On the other hand, the memory T cell pool showed expansion, while the naive T cell pool showed contraction in aging animals [7]. Indeed, a shift toward the memory phenotype (CD44^high^) in CD4+ T cells could be detected in the blood. The expression of CD28 co-stimulatory molecule decreased with age on helper T cells in the PLF, but not on spleen and blood T cells. Accumulation of CD28^null ^CD4+ T cells is often associated with immunosenescence [17]. The absence of this key costimulatory molecule is believed to result in perturbed T cell signaling, which could contribute to autoimmunity [17]. In sum, we conclude that the aging processes affect both T and B cells, which observations are in line with previous reports [7,40]. Since PGIA is both T- and B-cell (autoantibody)-dependent [24,41], the age-related cellular and phenotypic changes could profoundly affect arthritis susceptibility.

APCs play a critical role in initiating and regulating the immune response. Dendritic cells and B cells (as APCs) support Th1 polarization, while macrophages support the differentiation of Th2 effector cells [42]. Therefore, we also analyzed the age-related changes in the composition of APC populations in different compartments of the immune system upon i.p. PG immunization. In the peritoneum, there was a decrease of APCs of myeloid origin, and an increase of B cells in the first 3–5 months of age. In younger mice, there were more myeloid APCs (DCs and macrophages), while after 5 months, B cells dominated at the site of antigen inoculation (peritoneum). This shift in the APC composition coincided with an increase in arthritis susceptibility (around 3–5 months of age). The abundance of B cells observed in aged mice, most likely, supports Th1 dominance, and thus facilitates the development of PGIA.

## Conclusion

Taken together as a whole, our data revealed that with age, (i) the PG-immunization-induced T cell response decreased, (ii) and although the amounts of cytokines declined, Th1/Th2 cytokine balance was skewed toward Th1 direction, and (iii) the (auto)antibody production increased. Furthermore, in old mice, (iv) the T/B cell ratio decreased, (v) but there was a clear shift towards memory T cells, (vi) associated with a significant loss of CD28+CD4+ cells. Other potentially important components of immunosenescence in BALB/c mice included (vii) disturbed Treg induction upon PG immunization, (viii) several-fold increase of PG-activated T cells, and (ix) altered myeloid/lymphoid-APC ratio at the site of antigen injection (PLF).

In conclusion, immunosenescence is a physiological process that can alter immunoregulatory functions in aging individuals. We have identified some key aspects of the aging immune system that could play a role in the age-related autoimmune predisposition in BALB/c mice, thus affect arthritis susceptibility and severity. Complex age-related changes in T cell-APC interactions, and reduced generation of Tregs may lead to impaired immune regulation and development of autoimmune disease such as PGIA, making this murine model even more relevant to RA.

## Methods

### Antigens, animals, immunization, and sample collection

Human articular cartilage was collected from patients who underwent knee joint replacement surgery. The collection of cartilage from consenting patients was approved by the Institutional Review Board of Rush University Medical Center (Chicago). Cartilage PG (aggrecan) was extracted and depleted of glycosaminoglycan side chains as described [25]. Mouse cartilage PG was prepared by CsCl gradient centrifugation as described [23,43].

All animal procedures were conducted under a protocol approved by the Institutional Animal Care and Use Committee of Rush University Medical Center. BALB/c mice from Charles River Laboratories (Kingston Colony) were bred in-house under specific pathogen-free conditions. Siblings of 1 to 11 months of age were immunized intraperitoneally (i.p.) with an emulsion of cartilage PG (100 μg protein) and 2 mg dimethyldioctadecyl-ammonium bromide (DDA) adjuvant on days 0, 21 and 42 [25]. Five animals from each age group were sacrificed prior to immunization (naive, non-immunized mice), or 10–15 days after the first, second and third immunizations. The remaining animals were sacrificed 87 days after the first PG/DDA injection (Table 1). Heparinized blood samples, cells of peritoneal lavage fluid (PLF) and spleen cells were collected at the time of sacrifice.

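Spleen RNA from 10 PG-immunized female BALB/c mice was measured on Affymetrix mouse expression arrays, with 1 array per mouse and separate mice as replicates by the sample labels. The labels name 4 groups, with 2 old arthritic, 2 old non-arthritic, 2 young arthritic and 4 young non-arthritic mice. The labelled ages were 9 months in both old arthritic mice, 5 and 7 months in the old non-arthritic mice, 4 and 5 months in the young arthritic mice and 1 to 3 months in the young non-arthritic mice. An age of 5 months thus stands in an old group and in a young group, while the design text of the array series describes old mice as older than 4 months and young mice as 1 month old. The labels do not say whether an age was taken at the first injection, as in Table 1, or at sacrifice. In both age groups every arthritic mouse was older than every non-arthritic mouse, so comparisons within an age group do not separate arthritis from age. The 4 arthritic mice had a mean age of 6.75 months and the 6 non-arthritic mice of 3.5 months. Arthritis was therefore also compared with age in months in the same fit.
RNA was extracted from a piece of each spleen taken at the end of the experiment, and biotin-labelled cRNA was hybridized to the arrays. The authors' deposited values are log2 signals from robust multi-array average (RMA), which corrects the background, brings the arrays to 1 distribution and summarises the probes of each probe set. Array medians lay between 6.88 and 6.96 on the log2 scale over 45037 probe sets other than controls. Correlations between arrays ran from 0.955 to 0.992, and no array was a duplicate of another. Of these probe sets, 23805 lay above the median of their array in at least 2 arrays and were tested with limma at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision of each comparison.
The first principal component of the probe sets kept by the filter carried 40.0% of the variance, and old arthritic replicate 2 stood apart on it with a score of 52.6. The highest score of the other arrays was 19.6. Among the 21232 probe sets below the filter, the first component carried 48.6% of the variance and separated the mice by arthritis. The arthritic mice scored 20.1 to 32.7 and the non-arthritic mice -19.4 to -12.3 (two-sided exact permutation test, p = 0.00476, the smallest p that 4 mice against 6 allow). The lowest 0.1 percent of values ended between 3.36 and 3.38 in arthritic mice and between 3.25 and 3.30 in non-arthritic mice on the log2 scale. A list was made of genes taken to be restricted to organs other than the spleen, such as retina, testis and pituitary. It has 173 probe sets on the array for 98 genes. Between arthritic and non-arthritic mice 53 of these probe sets (30.6%) differed at an unadjusted p under 0.05 in the limma fit with age. Whether these genes are silent in the spleen was not tested. Of the 141 probe sets of the list below the filter, 44 (31.2%) differed in this way. A share of 5% is given by chance. The probe set of this list with the smallest p belongs to the pituitary hormone Gh and had a log2 difference of 0.92 (standard error 0.09) at equal age. The other 3 Gh probe sets had 0.94 (standard error 0.13), 0.07 (standard error 0.12) and -0.06 (standard error 0.09). The cone opsin Opn1sw had 0.81 (standard error 0.08) in 1 probe set and -0.02 (standard error 0.11) in the other.

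**Figure D1:**
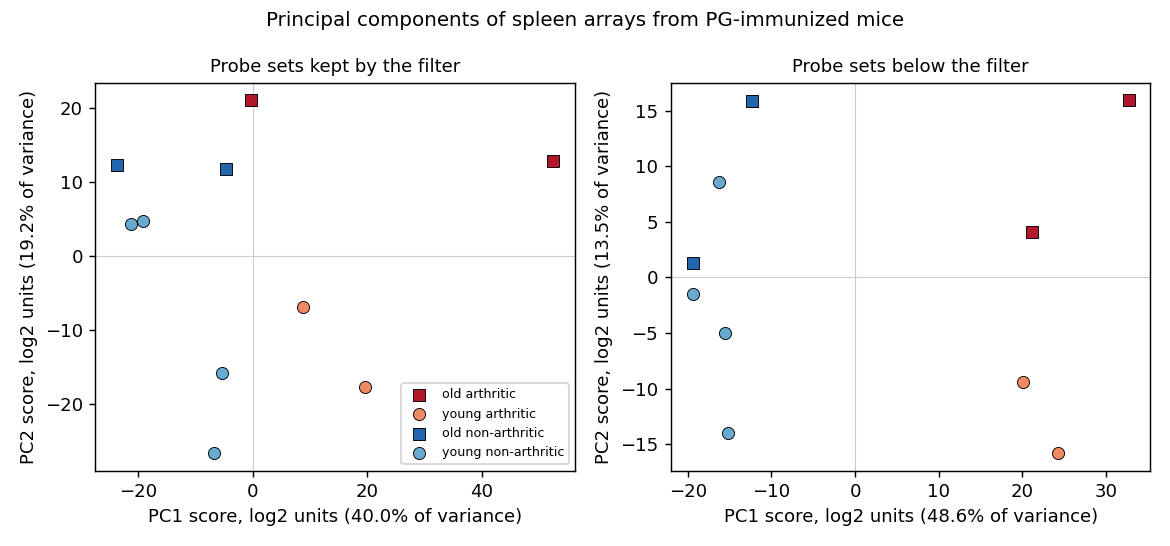
Scores of the 10 spleen arrays on the first (x-axis) and second (y-axis) principal component, in log2 units, for probe sets kept by the filter (left) and below it (right), where each point is 1 mouse, squares are old and circles young mice, and red shades are arthritic and blue shades non-arthritic mice. On the left, 1 old arthritic mouse lies at 52.6, and on the right the arthritic mice lie at 20.1 or above and the non-arthritic mice at -12.3 or below.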

### Clinical assessment of arthritis

PG-immunized mice were examined 3 times a week for clinical symptoms of arthritis after the second immunization. The time of onset and incidence of arthritis were recorded, and severity was scored based upon swelling and redness of each paw ranging from 0 to 4, yielding a maximum severity score of 16 per mouse [20,25,41].

### Measurement of antigen-specific antibodies and T cell responses

Serum samples and spleen cells were collected from naive (non-immunized), and all immunized mice 87 days after the first PG injection. PG-specific antibodies were measured by enzyme-linked immunosorbent assay (ELISA) as described [25,29]. Sera were diluted at the range of 1:100–1:102,400, and PG-specific antibodies were detected with peroxidase-conjugated rabbit anti-mouse IgG1 and IgG2a, respectively (Zymed Laboratories, San Francisco, California, USA).

Antigen-specific T cell responses were measured in quadruplicate samples of spleen cells (3 × 10^5 ^cells/well) cultured in the presence of 50 μg human PG protein/ml or, in an additional experiment, 25 μg mouse PG protein/ml. IL-2 was measured on day 2 in 100 μl supernatant of PG-stimulated spleen cell cultures using a CTLL-2 bioassay [44]. T cell proliferation was assessed using [^3^H]thymidine incorporation into spleen cells on day 5 [29,45]. Spontaneous and antigen-specific production of IL-4, IL-6, IL-17, TNFα, and IFNγ were measured in cell culture supernatants (1.8 × 10^6 ^cells/well) on day 5 using capture ELISA (BD Biosciences, San Jose, California, USA or R&D Systems, Minneapolis, Minnesota, USA) and the results were expressed as pg amounts of cytokine secreted by 1 × 10^6 ^cells [45].

### Chemicals and monoclonal antibodies (mAbs)

All chemicals, unless indicated otherwise, were purchased from Sigma Chemical Co. (St. Louis, Missouri, USA) or Fischer Scientific (Chicago, Illinois, USA). Mouse recombinant cytokines and ELISA kits were purchased from R&D Systems or BD Biosciences. Phosphate buffered saline (PBS) was used for washing and storing cells until use. Cell surface labeling with mAbs was carried out in flow buffer [PBS containing 0.1% NaN_3_, 0.1% bovine serum albumin (BSA)]. FoxP3 labeling was performed in permeabilization buffer (eBiosciences, San Diego, CA) after fixation of cells in fixation/permeabilization buffer (eBiosciences).

The following mAbs purchased from BD Biosciences were used: PerCP-Cy5.5-conjugated rat anti-mouse CD4 (clone RM4-5), PE-Cy7-conjugated rat anti-mouse B220 (clone RA3-6B2), APC-conjugated rat anti-mouse CD25 (clone PC61), APC-Cy7-conjugated Armenian hamster anti-mouse CD3 (clone 145-2C11), FITC-conjugated rat anti-mouse IgD (clone 11-26c.2a), PE-conjugated rat anti-mouse CD43 (clone S7), PerCP-Cy5.5-conjugated rat anti-mouse IgM (clone R6-60.2), PE-Cy7-conjugated rat anti-mouse CD19 (clone 1D3), APC-conjugated rat anti-mouse CD5 (clone 53-7.3), biotin-conjugated rat anti-mouse CD23 (clone B3B4), Alexa Fluor 488-conjugated rat anti-mouse CD44 (clone IM7), and PE-conjugated rat anti-mouse CD62L (clone MEL-14). The PE-conjugated rat anti-mouse FoxP3 (clone FJK-16s), APC-conjugated hamster anti-mouse CD28 (clone 37.51), APC-conjugated rat anti-mouse F4/80 (clone BM8). PE-Cy7-conjugated Armenian hamster anti-mouse CD11c (clone N418) was purchased from eBiosciences.

### Flow cytometry

We used a multicolor labeling technique for the simultaneous detection of cell surface and intracellular molecules on PLF, spleen, and peripheral blood leukocytes. Briefly, 1 × 10^6 ^cells were seeded in 96-well U-bottom assay plates (BD Falcon), Fc receptors blocked at 4°C in the dark for 15 min, and then incubated with mAb cocktails in 100 μl flow cytometry staining buffer at 4°C in the dark for 30 min. Cells were washed twice, and finally resuspended in 200 μl of 0.1% buffered formaldehyde. If biotinylated mAbs were used, after washing, fluorochrome-labeled streptavidin was added to the samples and incubated at 4°C in the dark for another 30 min. FoxP3 was stained after fixation and permeabilization of cells. Isotype-matched control Abs for each specific mAb was used for background staining in each experiment.

Samples were measured and analyzed in a FACS Canto II flow cytometer (Becton Dickinson, San Jose, CA) using a high-throughput-microplate module platform and DIVA software. Initial gating was performed on lymphoid cells based on forward/side scattering (FSC/SSC) properties. Cell surface marker-defined populations were as follows: CD3+: total T cells; CD3+ CD4+: CD4+ T cells; CD3+ CD8+: CD8+ T cells; CD4+ CD25+ FoxP3+: Tregs; B220+: total B cells; IgD^low ^IgM^high ^CD19+ CD23- CD5+/-: B1 cells (B1a/b); IgD^high ^IgM^low ^CD19+ CD23-: B2 cells [46]; F4/80+: macrophages; and CD11c+: dendritic cells. We collected data of 10,000 cells from the lymphoid gate in each sample, unless otherwise stated. We used fluorescent histogram-, dot- and contour plots both for comparing mean fluorescence intensities of different samples and calculating the ratio of positively stained cells.

### Statistical analysis

Descriptive statistics were used to determine group means and standard error of the mean (mean ± SEM). The differences between multiple groups were tested for statistical significance using ANOVA. Two-tailed Pearson-correlation analysis was used to find correlations between data sets. A p < 0.05 value was considered to be statistically significant.

## Abbreviations

APC: antigen presenting cells; DC: dendritic cells; DDA: dimethyldioctadecyl-ammonium bromide; mAb: monoclonal antibody; PG: cartilage proteoglycan aggrecan; PGIA: PG-induced arthritis; PLF: peritoneal lavage fluid; RA: rheumatoid arthritis; Treg: regulatory (CD25^high ^FoxP3+) T cells; Tact: activated (CD25^high^) T cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

OT performed the research, controlled phenotypic analysis and performed most of the assays (antibody measurements, T-cell responses and cytokine Elisa's. She was actively involved in preparation of figures and manuscript. FB performed all flow cytometry measurements, analyzed data and put together the first (draft) version of the manuscript. KM and PN actively involved in all aspect of experimental design and finalized the content of the manuscript, while TTG conceived the study, participated in its design, coordinated animal breeding and laboratory experiments, and finalized and submitted the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

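Spleen RNA of 10 PG-immunized female BALB/c mice was measured with 1 Affymetrix array per mouse. The authors' deposited values are log2 signals per probe set, made with RMA according to the submitters' processing notes. The version of that software is not given in the sources used here. The table holds 45101 rows, of which 64 are control rows and were left out of every test. Of the 45037 other probe sets, 34945 carry 1 gene symbol in the platform table, 932 carry several and 9160 carry none. Probe sets with several symbols or none were tested but not named. The paper's text does not describe the arrays, so the tests below do not follow a method of the paper.

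The control rows of the deposited table appear to carry each other's names. Re-sorting the 64 control names by character code, with the values left in place, gives 61 rows another name. It takes the mean gap between 21 pairs of control probe sets that measure 1 transcript from 4.22 to 0.59 on the log2 scale, and the 3' β-actin control from 8.47 to 15.0, against 15.0 for an ordinary Actb probe set. The re-sorted names are an inference from these values and were used for the checks of control transcripts. All 45037 ordinary probe sets have a number of their own in their names, which sort alike either way.

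A probe set was kept when its value lay above the median of its array in at least 2 arrays, which left 23805 probe sets and 11870 named genes. A gene stands for its kept probe set with the highest mean. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. One fit with a mean for each of the 4 groups gave 5 comparisons, with 6 residual degrees of freedom, so that groups of 2 arrays share 1 estimate of the spread. These are old against young non-arthritic mice, arthritic against old non-arthritic mice among those aged 4 months or more, arthritic against non-arthritic old mice, the same in young mice, and the difference between the last 2. A second fit with age in months and arthritis status, with 7 residual degrees of freedom, gave the slope per month and the difference between arthritic and non-arthritic mice at equal age. The p-values measure the spread between these mice.

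Shifts of 32 gene lists for cell types, pathways and other tissues, with 405 of 512 list genes kept, were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry as alternatives. Adjusted p-values of lists are over the 32 lists of a comparison. The 15 kept genes of 29 that the paper measures or names were also tested, and those of them below the filter in a fit of all 45037 probe sets. Named genes are the 10 with the largest increase and the 10 with the largest decrease among those past the threshold in 4 of the comparisons. Where fewer than 5 pass in a direction, the 5 with the smallest p are taken. Genes the paper names, and up to 4 members with the smallest p of each list described, are added. The samples, comparisons, lists, rule for named genes and most alternatives were set before the data were examined. Exceptions are the list of genes of other organs, a fit with the poly-A spike-in level and a fit without the old arthritic arrays.

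The fit was tested on simulated values with the means and residual spreads of the 23805 real probe sets, 200 of them changed. In the comparison of arthritic and non-arthritic mice at equal age, 29.9% of changes of 0.5 on the log2 scale, 83.6% of changes of 1 and 97.0% of changes of 2 were recovered with 6 false calls. In old against young non-arthritic mice the shares were 26.9%, 91.0% and 89.4% for the same sizes, with 7 false calls. For the difference between the arthritis effects of old and young mice they were 4.48%, 46.3% and 89.4%, with 4 false calls. False calls numbered 12 for arthritis in old mice, 11 among mice aged 4 months or more, 6 in young mice and 7 for age in months. In a simulation of 32 lists over 11870 genes for the comparison at equal age, 1 list of 15 genes shifted by 0.5 was recovered and no unshifted list was called. In the real lists the correlation estimated at equal age ran from -0.0071 (mast cell and basophil) to 0.85 (megakaryocyte and platelet). Lists whose genes move together were not simulated, so false calls of such lists at the preset correlation of 0.01 were not tested. Alternatives covered the filter on dim probe sets, normalization between arrays, the estimate of the spread, array weights, the replicate number as a block, gene level values, the arrays in the fit and leaving out each array. Figures were drawn with matplotlib 3.10.9.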

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

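The test of genes of other organs, and the observations that led to it, came after the counts of called probe sets had been seen; the other tests here were set before.

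The paper does not report on the spleen arrays, and 5 comparisons on them called probe sets in limma. At equal age, 538 probe sets passed the threshold between arthritic and non-arthritic mice, 431 higher and 107 lower in arthritic mice. With each array centred on its median 166 passed, of which 68 (41.0%) were higher, so the balance of directions depends on the scaling. Among mice aged 4 months or more, 137 passed (117 higher, 20 lower). In old mice 17 passed and in young mice 74, and in both groups the arthritic mice were also the older ones. The simulation with 200 changed probe sets gave 12 false calls for old mice, beside 18, 57 and 61 recovered changes. It therefore does not tell how many of the 17 calls are false. With age in months, 1 probe set passed, and it was lower with age by 0.14 per month on the log2 scale (adjusted p = 0.0307 from limma). It belongs to Fmod, a matrix proteoglycan, and was named after its value was seen. The brighter Fmod probe set, which stands for the gene, did not pass (-0.09 per month, standard error 0.02, adjusted p = 0.4659). At an unadjusted p under 0.05 there were 5442 probe sets at equal age, against 1190.25 given by chance. Of the named genes past the threshold at equal age, the neuropeptide gene Npy was higher in arthritic mice by 0.99 on the log2 scale (adjusted p = 0.0216 from limma), but by 0.60 in old mice alone (adjusted p = 0.138) and 0.62 in young mice alone (adjusted p = 0.114), and the 2 groups overlapped. The neutrophil protease inhibitor Stfa3 (adjusted p = 0.0391; mean signal 7.08 in arthritic and 5.66 in non-arthritic mice) and the epithelial junction gene Cldn7 (adjusted p = 0.013; 7.50 and 6.48) were higher and the sialyltransferase St8sia5 (adjusted p = 0.00607; 6.36 and 7.05) was lower in arthritic mice. One of the 2 means of each of these 3 genes lies below the array medians, where a level above background was not shown, so no size of their differences is given.

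These calls depend on single mice and lean towards dim probe sets. The count at equal age was 0 without old non-arthritic replicate 1, 26 without old non-arthritic replicate 2, 17 without young arthritic replicate 1, 2 without young arthritic replicate 2, 268 without young non-arthritic replicate 3 and 872 without young non-arthritic replicate 4. Among mice aged 4 months or more it was 1765 without old arthritic replicate 1, 12 without old arthritic replicate 2, 2 and 3 without old non-arthritic replicates 1 and 2, 8 and 11 without young arthritic replicates 1 and 2, and 19, 24, 23 and 23 without young non-arthritic replicates 1 to 4. In old mice it was 1532 and 0 without old arthritic replicates 1 and 2, 2 and 0 without old non-arthritic replicates 1 and 2, 6 and 6 without young arthritic replicates 1 and 2, and 8, 2, 4 and 9 without young non-arthritic replicates 1 to 4. In young mice it was 10 and 10 without old non-arthritic replicates 1 and 2, 0 and 0 without young arthritic replicates 1 and 2, and 10, 5, 19 and 11 without young non-arthritic replicates 1 to 4. With age in months it was 1 without old non-arthritic replicate 2, the Fmod probe set again, 1 without old arthritic replicate 1, another probe set that was higher with age, and 0 without any other array. Of 100 splits of the arrays into 4 and 6, 2 gave as many calls as the real one with its 538, itself included, so chance assignment can be excluded at the 0.05 level. The highest other split gave 592 and held 3 of the 4 arthritic mice. Of the 173 probe sets of genes of other organs, 30.6% (exact 95% interval 23.9 to 38.1) had an unadjusted p under 0.05 at equal age, 30 higher and 23 lower in arthritic mice. Of the 21232 probe sets below the filter 35.8% did. The interval treats the 173 probe sets as independent, but they stand for 98 genes on the same 10 arrays, so it is likely too narrow. As 141 of the 173 lie below the filter, the shares of 30.6% and 35.8% are not independent, and the first is no higher than the second. The same share below the filter was 4.11% for old against young non-arthritic mice and 3.55% for the difference between the arthritis effects of old and young mice, but 9.76% for age in months, about as in the kept probe sets (10.6%). A shift of dim probe sets that did not come from spleen RNA may therefore account for a large part of the called probe sets, and arthritis cannot be told apart from it, since every arthritic array lies on one side. The mean 3' minus 5' signal of 4 control transcripts (two-sided exact permutation p = 0.3) and the spike-in transcripts (smaller two-sided exact permutation p = 0.2333) leave RNA degradation and a processing batch open. The differences in the 3' minus 5' signal and in the hybridization spike-ins were smaller than 1 pooled SD, but not by more than their error. That in the poly-A spike-ins (-0.02, standard error 0.21, pooled SD 0.32) was smaller by more than its error. With age in months, 3 of 100 orders of the ages within arthritis status called at least 1 probe set, the real order included, and the highest other order called 5.

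The effect of arthritis differed between old and young mice in 10 gene lists by the interaction test of limma's camera. With the preset correlation, the lists with the lower effect in old mice were T cell (median log2 difference -0.22, adjusted p = 0.00368), naive T cell (-0.30, 0.000466), Th1 (-0.31, 0.00153), macrophage (-0.21, 4.22e-06), NK and cytotoxic (-0.34, 0.0198), adipose tissue (-0.55, 0.00153) and mesothelium (-0.55, 0.00909). Those with the higher effect in old mice were plasma cell (0.18, adjusted p = 0.0249), endoplasmic reticulum chaperones and the unfolded protein response (0.15, 0.00356) and neutrophil (0.70, 1.30e-08). No list passed with an estimated correlation, where the smallest adjusted p was 0.569. Without old arthritic replicate 2, the calls of 6 of the 10 lists ended and 1 turned. Ended calls numbered 3 without old non-arthritic replicate 1, 2 without young arthritic replicate 1, 2 without young non-arthritic replicate 3, and 1 each without old arthritic replicate 1, old non-arthritic replicate 2 and young non-arthritic replicate 4. Medians moved as well. Without old arthritic replicate 2 they were -0.13 for naive T cells, -0.27 for mesothelium, -0.97 for adipose tissue, -0.29 for plasma cells and -0.04 for the chaperones. Without old arthritic replicate 1 they were -0.46 for naive T cells, 0.66 for plasma cells and 0.28 for the chaperones. Without old non-arthritic replicate 1 they were 0.07 for plasma cells and 0.05 for the chaperones, and without old non-arthritic replicate 2 they were -0.14 for T cells, -0.14 for naive T cells, 0.30 for plasma cells and 0.25 for the chaperones. Without young non-arthritic replicate 3 they were -0.13 for T cells and -0.20 for NK and cytotoxic cells. The macrophage list (19 genes) and the neutrophil list (20 genes) passed without any single array at adjusted p-values of at most 0.00218 and 0.00784, but the neutrophil median fell to 0.31 without young arthritic replicate 1 and to 0.39 without old arthritic replicate 2.

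In the young non-arthritic mice, Cdh20, a cadherin, had 1 mouse apart from 3 others that lay close together. Young non-arthritic replicate 3 lay at 7.36 on the log2 scale against a mean of 7.24 in the other 3 mice, a gap of 0.913 of the range of the group. The gap of 0.11 on the log2 scale is about the standard error of this gene's difference at equal age (0.11). Of 90 values looked at this way 1 stood out, which is fewer than the 5% given by chance, so nothing is read into it.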

How the results depend on the processing

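The alternatives with the poly-A spike-in level and without the old arthritic arrays were chosen after the data were seen, and the others were set before.

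Called probe sets varied with most alternatives, and the cause was not tested except where fewer or more probe sets or arrays entered the fit. With all 45037 probe sets in the test, 3997 passed among mice aged 4 months or more, 2280 in old mice, 3186 in young mice and 5475 at equal age, and with a stricter filter 3, 2, 2 and 243 did. Quantile normalization applied again gave 70, 34, 36 and 177, and centring each array on its median gave 16, 11, 14 and 166, with 41.0% of the calls at equal age higher in arthritic mice against 80.1% without centring. A trend of the spread with intensity gave 30 among mice aged 4 months or more, 7 in old and 6 in young mice. Array weights gave 1454, 11, 533 and 4857. The replicate number as a block gave 0, 0, 0 and 29, but the numbers do not pair the mice, as deviations of replicates with 1 number correlated at most at 0.19. Only the groups compared gave 0, 0 and 17 in the first 3 comparisons. In old mice, no moderation of the spread gave 74 and the mean of a gene's probe sets gave 66. With age in months, 0 passed under centring, the trend, no moderation, array weights, the block and non-arthritic mice only. At equal age, the poly-A spike-in level as a covariate gave 1319 and leaving out both old arthritic arrays gave 228. Without each array in turn, where a lone mouse of a group is assumed to vary like the other groups, calls ran from 0 to 2 for age in non-arthritic mice, 2 to 1765 among mice aged 4 months or more, 0 to 1532 in old mice, 0 to 84 in young mice, 0 to 55 for the difference between the arthritis effects, 0 to 1 with age in months and 0 to 872 at equal age.

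Of the 32 gene lists, 13 shifted with age in non-arthritic mice, 15 with arthritis among mice aged 4 months or more, 12 in old and 7 in young mice, 10 for the difference of these effects, 10 with age in months and 10 at equal age. With an estimated correlation 0 shifted in each of the first 5 comparisons, 1 with age in months and 0 at equal age, and with fry 0 in the first 5, 1 with age in months and 1 at equal age. With the replicate block 11 shifted in young mice. Without each array in turn the counts ran from 8 to 19, 9 to 15, 12 to 16, 3 to 9, 4 to 13, 9 to 13 and 8 to 13. The direction turned with the block for the NK and cytotoxic list (adjusted p = 0.0007308) and the fibroblast and matrix list (adjusted p = 0.5458) with age in non-arthritic mice and for the fibroblast and matrix list in young mice (adjusted p = 0.6098), and with fry for the T cell list in young mice (adjusted p = 0.9738) and the interferon response list at equal age (adjusted p = 0.9376). Without old arthritic replicate 2 it turned for the plasma cell list in old mice (adjusted p = 0.9647, range without each array 4.985e-09 to 0.9647), with age in months (adjusted p = 0.005937, range 0.004117 to 0.7252) and for the difference of the effects (adjusted p = 0.02438, range 1.561e-11 to 0.1841), and without young non-arthritic replicate 2 for the erythroid list in that difference (adjusted p = 0.02723, range 0.02723 to 0.887). Of the other tests of single lists, 702 kept their direction and side of the threshold under alternatives other than leaving out an array, 159 lost their call and 30 gained one. Of single genes named here, 701 did, 125 lost their call, 4 gained one and 38 values without a call moved by more than their standard error. The scale change for linear values was not run, since the values are already on the log2 scale. The 21232 probe sets below the filter are limited by signal over background, and 35.8% of them had an unadjusted p under 0.05 at equal age.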

Other observations

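The tests of blood in the spleens and of the share of lymphocytes were chosen after the results were seen; the tests that leave out single arrays were set before.

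At equal age, neutrophil, platelet and mast cell genes stood higher in the spleens of arthritic than of non-arthritic mice, while the macrophage list (median log2 difference 0.05, adjusted p = 0.396) and the dendritic cell list (-0.0016, adjusted p = 0.102) did not pass. The neutrophil list had a median log2 difference of 1.11 over 20 genes (limma camera, adjusted p = 1.22e-05, and adjusted p = 0.826 with an estimated correlation), and 19 of its genes were above 0. The means of the list overlapped between the groups, as old arthritic replicate 1 (0.10 from the mean of all arrays) and young arthritic replicate 1 (0.12) lay below young non-arthritic replicate 3 (0.29). The platelet and mast cell means overlapped too. For platelet genes old arthritic replicate 2 (-0.12) lay below young non-arthritic replicate 3 (0.33). For mast cell genes old arthritic replicate 1 (-0.32) lay below that mouse (0.22) and below old non-arthritic replicate 2 (-0.29). Old non-arthritic replicates 1 and 2 had the lowest neutrophil means (-0.82 and -0.69) and platelet means (-0.42 and -0.42) of all arrays. Both mice enter every comparison of these lists, with arthritis or with age, except that within young mice. The shifts in these comparisons are therefore not independent, and leaving out single mice does not test dependence on both. In old mice alone the neutrophil median was 1.22 (adjusted p = 6.69e-08, adjusted p = 0.554 with an estimated correlation and 0.247 from fry). In young mice alone it was 0.47 and did not pass (adjusted p = 0.0605), with 0.10 without young arthritic replicate 2, 0.26 without young non-arthritic replicate 4 and 0.82 without young arthritic replicate 1. Stfa3 was the only gene of the list to pass the threshold over all probe sets tested and is its one dim gene, with a mean of 6.23 over the arrays, below the array medians. When adjusted over the list alone, 18 genes passed. The chitinase-like gene Chil3 had a log2 difference of 1.80 (standard error 0.52), the collagenase Mmp8 one of 1.56 (standard error 0.39) and the iron-binding lipocalin Lcn2 one of 1.57 (standard error 0.39). Among mice aged 4 months or more, Lcn2 was higher by 1.90 (adjusted p = 0.0469 from limma) and the protease inhibitor Slpi by 0.96 (adjusted p = 0.0417). Over all arrays the arthritic and non-arthritic mice overlapped for both genes. Neither gene passed with only the groups of this comparison in the fit. The megakaryocyte and platelet list had a median of 0.70 over 11 genes (adjusted p = 7.09e-06, and adjusted p = 0.807 with an estimated correlation), and of 0.39 in old mice alone (adjusted p = 0.0189) and 0.52 in young mice alone (adjusted p = 0.00154), where an estimated correlation gave adjusted p-values of 0.598 and 0.813. It did not pass in old mice without old arthritic replicate 1 or in young mice without young arthritic replicate 2. Without single arrays its median ran from 0.26 to 0.51 in old mice and from 0.28 to 0.74 in young mice. At equal age Gp5, a subunit of the platelet receptor for von Willebrand factor, passed the threshold (0.88, adjusted p = 0.0392, against 0.47 in old and 0.72 in young mice alone), and all 11 genes passed it when adjusted over the list alone. The mast cell and basophil list had a median of 0.69 over 9 genes (adjusted p = 0.00734, and adjusted p = 0.405 with an estimated correlation), but passed in neither age group, with 0.24 in old mice (adjusted p = 0.318) and 0.36 in young mice (adjusted p = 0.494). Single mice moved these medians, at the extremes to 0.05 and 0.69 in old mice without old non-arthritic replicate 1 and old arthritic replicate 1, and to 0.16 and 0.59 in young mice without young arthritic replicates 2 and 1. Among mice aged 4 months or more the list passed with a median of 0.52 (adjusted p = 0.0384, and adjusted p = 0.494 with an estimated correlation), but not without old non-arthritic replicate 1 (0.31, adjusted p = 0.154) or old arthritic replicate 1 (0.81, adjusted p = 0.0528), and the median was 0.82 without old non-arthritic replicate 2. Its genes Fcer1a, a chain of the high-affinity IgE receptor (0.91, adjusted p = 0.0237, against 0.48 in old and 0.59 in young mice alone), and Cpa3, a mast cell protease (0.95, adjusted p = 0.0485, against 0.32 and 0.47), passed at equal age, and 5 passed when adjusted over the list alone. The cell cycle list was higher with arthritis in old mice (0.39, 25 of 26 genes above 0, adjusted p = 0.000193), young mice (0.40, 26 of 26, adjusted p = 0.00263) and mice aged 4 months or more (0.29, adjusted p = 0.0399). It did not pass at equal age (0.25, adjusted p = 0.0881), and with an estimated correlation these adjusted p-values were 0.598, 0.813, 0.718 and 0.826. In each age group the arthritic mice were older (9 against 5 to 7 months, and 4 to 5 against 1 to 3 months). The list also rose with age (0.04 per month, adjusted p = 6.21e-11 from camera), so the comparisons within an age group do not separate arthritis from age. In young mice it did not pass without young non-arthritic replicate 2 (adjusted p = 0.0674), and among mice aged 4 months or more without old arthritic replicate 1 (0.177), old non-arthritic replicate 2 (0.128) or young arthritic replicate 1 (0.0513). Tnf (0.43, adjusted p = 0.0461) passed at equal age too, as did the chemokine Ccl2 (adjusted p = 0.0178), whose mean in non-arthritic mice of 6.49 lies below the array medians. Tnf was the only one of the 15 kept genes that the paper measures or names to pass at equal age, and it did not pass with each array centred on its median (adjusted p = 0.116). At equal age no probe set passed without old non-arthritic replicate 1, so the calls of single genes in that comparison rest on that mouse as well. In the same comparison 35.8% of the probe sets below the filter differed at an unadjusted p under 0.05.

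Between old and young non-arthritic mice, no probe set passed the threshold in limma, with or without moderation of the spread, and 759 had an unadjusted p under 0.05, against 1190.25 given by chance. The list shifts between these 2 groups passed with camera's preset correlation, and none passed with an estimated correlation (smallest adjusted p = 0.213). By gene list, erythroid genes (median log2 difference 0.39 over 21 genes, adjusted p = 4.57e-12 from camera) and cell cycle genes (0.19 over 26 genes, all above 0, adjusted p = 1.49e-09) were higher in old mice. Neutrophil genes (-0.83 over 20 genes, adjusted p = 1.16e-13), megakaryocyte and platelet genes (-0.37 over 11 genes, adjusted p = 2.07e-08) and mast cell and basophil genes (-0.53 over 9 genes, adjusted p = 1.19e-05) were lower. The same old mice enter the arthritis comparisons above, so these drops and the rises there are not independent. The fibroblast and matrix list (-0.27, adjusted p = 0.0116) and the immediate early and heat shock list (-0.14, adjusted p = 0.0222) were lower. The adipose tissue list (0.23, adjusted p = 0.0222) was higher. Without old non-arthritic replicate 1 these 3 did not pass, and the fibroblast and adipose calls each ended without any of 3 single arrays. Without single arrays the 3 medians ran from -0.37 to -0.20, from -0.29 to -0.01 and from 0.11 to 0.50. Whether the pieces of spleen differed in stroma, fat or handling was not tested. Regulatory T cell genes (0.11, adjusted p = 0.0222) and Th1 genes (0.05, adjusted p = 0.0261) were also among the 13 lists called, as higher. So were macrophage genes (0.01, adjusted p = 0.0222) and MHC class II presentation genes (0.06, adjusted p = 0.0462). The chaperone list was lower (-0.13, 18 genes, all below 0, adjusted p = 0.0222). The calls of these added lists each ended without at least 2 single arrays. Without young non-arthritic replicate 2 the cell cycle median fell to 0.09 and the erythroid median to 0.21. The cell cycle median was 0.13 without young non-arthritic replicate 4 and 0.30 without replicate 3, whose list mean lay above those of both old mice. The mast cell and basophil median was -0.30 without old non-arthritic replicate 1. With an estimated correlation the adjusted p was 0.599 for the first 4 lists, 0.213 for mast cells and basophils, 0.669 for the fibroblast and matrix and the immediate early lists and 0.599 for adipose tissue. Per month of age, the mast cell and basophil list was lower by a median slope of -0.14 on the log2 scale (adjusted p = 2.04e-06, adjusted p = 0.0337 with an estimated correlation, adjusted p = 0.00162 from fry), with 7 of 9 genes past the threshold when adjusted over the list alone. Cpa3 had a slope of -0.20 (standard error 0.04) and the basophil protease Mcpt8 one of -0.24 (standard error 0.07). This list passed the test without any single array, at adjusted p-values of at most 0.000207. The naive T cell list had a median slope of -0.07 (9 genes, all below 0, adjusted p = 0.000207, and adjusted p = 0.594 with an estimated correlation), with 4 genes past the threshold when adjusted over the list alone, among them the chromatin organiser Satb1 (-0.08) and the interleukin 7 receptor Il7r (-0.07). The fibroblast and matrix list (-0.09, 17 of 18 genes below 0, adjusted p = 5.28e-06) and the mesothelium list (-0.09, 8 of 8 below 0, adjusted p = 0.00119) were lower per month too, with an adjusted p of 0.594 at an estimated correlation, and the mesothelium list did not pass without young non-arthritic replicate 4 (adjusted p = 0.0505). Higher per month were the cell cycle list (0.04, 26 genes, all above 0, adjusted p = 6.21e-11), the erythroid list (0.06, adjusted p = 1.18e-08) and the pancreas list (0.02, adjusted p = 0.0404). The megakaryocyte and platelet (-0.11, adjusted p = 8.94e-08), neutrophil (-0.10, adjusted p = 0.00315) and T cell (-0.04, adjusted p = 0.00843) lists were lower. With an estimated correlation none of these passed (smallest adjusted p = 0.594).

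The median of the neutrophil genes at equal age stayed at or above 0.868 without any single array, lowest without old non-arthritic replicate 1. This is above 0.5 of its full value, but not by more than the standard error of the list mean of 0.32, so dependence on 1 mouse stays open. Dependence on both old non-arthritic mice together was not tested. Whether the shift of dim probe sets reaches these genes stays open too, and 19 of the 20 lie above the median signal, all but the called gene Stfa3. More blood in the arthritic spleens stays open, with a median of 0.205 for the erythroid list at equal age, and of 0.09 without young arthritic replicate 2 and 0.12 without young non-arthritic replicate 2. The erythroid list does not tell red cells of the blood from red cells maturing in the spleen, so it cannot decide this. In young mice alone the erythroid median was 0.43 (21 of 21 genes above 0, adjusted p = 0.0276, adjusted p = 0.813 with an estimated correlation), against 0.47 for neutrophil genes, and in old mice alone it was 0.27 (adjusted p = 0.0734), against 1.22. In young mice the erythroid list did not pass without young arthritic replicate 2 (adjusted p = 0.377), young non-arthritic replicate 2 (median 0.25, adjusted p = 0.152) or either old arthritic mouse (adjusted p = 0.0565). The list means differed by 0.96 (standard error 0.32) for neutrophil genes and 0.23 (standard error 0.24) for erythroid genes, which leaves more blood open. The cell cycle list was higher in the arthritic mice of both age groups, which were also the older mice. It does not tell blood from local production of cells, since its cell type is not known. Its array means moved largely with those of the erythroid list. Both were highest in old arthritic replicates 1 and 2 (cell cycle 0.33 and 0.36, erythroid 0.36 and 0.41). Both were lowest in young non-arthritic replicates 2 and 4 (-0.55 and -0.37, -0.87 and -0.31). In old non-arthritic replicates 1 and 2 the signs differed (-0.02 and -0.03, 0.12 and 0.04). An influx or local production of neutrophils with arthritis is a candidate explanation that was not tested apart from the explanations above. The calls of the neutrophil list are lost with an estimated correlation.

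In non-arthritic mice, a lower share of lymphocytes in old spleens would raise the genes of every other cell type alike, yet the erythroid and neutrophil list means moved apart by 1.11, against an SD of 0.46 between young mice. Both old mice lay below all 4 young mice for neutrophil, megakaryocyte and platelet, and mast cell and basophil genes, and above all of them for erythroid genes. Dependence on 1 mouse stays open, since the erythroid median without young non-arthritic replicate 2 (0.210) was only just above 0.5 of its full value. A change with age in the share of maturing red cells and granulocytes may account for it as a hypothesis, on list shifts that do not pass with an estimated correlation (smallest adjusted p = 0.213), while differences between the 2 old mice and the young ones that are not age remain untested.

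At equal age, the T cell, regulatory T cell, costimulation, conventional B cell, NK and cytotoxic, pancreas and interferon response lists were lower relative to other genes in camera's test with the preset correlation (largest adjusted p 0.0477), and none with an estimated correlation. Calls ended on leaving out single mice for 4 of these lists. The interferon response list did not pass without old non-arthritic replicate 1, young arthritic replicate 1, or young non-arthritic replicate 1 or 4 (adjusted p up to 0.311), the T cell list without old non-arthritic replicate 1 or young non-arthritic replicate 1 (up to 0.085), the pancreas list without young arthritic replicate 1 or 2 (up to 0.0669) and the conventional B cell list without young arthritic replicate 2 (0.0643). The medians of the T cell list (0.03) and the interferon response list (0.04) were above 0 all the same, below the median of all probe sets tested of 0.09. Without single arrays these 2 medians ran from -0.04 to 0.05 and from -0.06 to 0.08, so their sign depends on single mice. Of the genes the paper measures or names, some lay below the filter and were fitted with all 45037 probe sets. Of these, Il10 (adjusted p = 0.0127) was higher and Foxp3 (adjusted p = 0.0181), Il2 (adjusted p = 0.0215) and Acan (adjusted p = 0.00804) were lower in arthritic mice at equal age, and Il2ra, Ifng, Il4, Il6, Il17a, Cd40lg and Cd70 did not pass. The means of these 4 genes lie below the array medians, where a level above background was not shown, so no size of their differences is given. At that signal 35.8% of probe sets differed at an unadjusted p under 0.05, so these differences cannot be read as changes in the spleen.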
